A study of Mus musculus with 9 samples. Its data were reported in "Post-transcriptional gene silencing mediated by microRNAs is controlled by nucleoplasmic Sfpq" (2017).

How the data were processed

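Small RNAs were sequenced from Ago2 RNA-IP, Sfpq RNA-IP and input extracts of a mouse cell line, with 3 libraries per group and 9 in all. Ago2 is the Argonaute protein that carries miRNAs, and Sfpq is a nuclear RNA-binding protein. In an RNA-IP the RNA that comes down with an antibody against a protein is purified and sequenced, and the input is the RNA of the extract before the antibody. Per the labels the cells were RAW 264.7, a macrophage-like line, but the same labels give a stem cell as the source and the series' design text gives P19 cells, an embryonal carcinoma line. The study's results name RAW 264.7 for the sequenced Sfpq RNA-IP, and its supplement names these cells for both RNA-IPs. The labels and the study's methods also differ in the library kit and in the number of PCR cycles, so neither is given here. Groups were taken from the sample titles, whose replicate numbers do not say whether an RNA-IP and an input of the same number came from 1 extract.

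According to the study's methods, the libraries were read on a SOLiD sequencer, and the omiRas webserver mapped the reads, normalised them and compared each RNA-IP with the input. They also name the LifeScope 2.5.1 pipeline for mapping, and the submitters' processing notes name cutadapt and the mouse build mm10, so which of these steps made the deposited values is unknown. The authors deposited 2 comparison tables. In each of them the values of a group are 1 signal per small RNA, pooled by the authors over the libraries of the group. The lowest values lie on sums of whole multiples of 3 weights within a tolerance of 5.000e-04 (100% of the 364 Ago2 RNA-IP values under 2, against 6.97% of random values), as a mean of 3 libraries' reads, each divided by its own size factor, would give. On those weights a value of 20 stands for about 75.7 reads in total in the Ago2 RNA-IP, 67.6 in the Sfpq RNA-IP and 49.3 and 55.9 in the input of the Ago2 and the Sfpq table. Each table also holds the log2 of RNA-IP over input (unit log2, deposited) and the authors' p_value and false discovery rate per RNA. The authors scaled the input once in each table, and the median ratio of the deposited input signal in the Ago2 table to that in the Sfpq table was 1.14, with 95% of the 798 RNAs at an input of 20 or more between 1.12 and 1.17. Further deposited lists give the small RNAs past a background limit in the Ago2 RNA-IP, in the Sfpq RNA-IP and in both. For these the study's methods describe a Gaussian mixture model of the distribution of small RNAs, log odds above 0 and a minimum of 20 reads.

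The tables were read with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and analysed with SciPy 1.17.1 and scikit-learn 1.9.0. Log2 ratios were recomputed from the group values and equalled the deposited finite ratios to within 1.107e-05. In the Ago2 table the 693 infinite ratios carry the opposite sign of the group values, so the direction was taken from the values, and the sign as deposited was kept as an alternative. An RNA was called above or below input at an authors' false discovery rate under 0.05, with the side of the recomputed ratio. As 1 value per group leaves no spread between libraries, no test was run on the values, and the error of single ratios is known only through the authors' false discovery rate. The deposited rates are multiples of p that a list of 2214 RNAs (Ago2) and of 2321 RNAs (Sfpq) would give, and the RNAs beyond the 1825 and 1939 of the tables were not analysed here. Medians are given with the 95% interval of the order statistics, and shares with a 95% Wilson interval for the arms and an exact (Clopper-Pearson) one elsewhere. These intervals treat RNAs as independent, which members of a family are not, and cover the choice of RNAs and not the spread between libraries.

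Before the data were examined, the comparisons, 24 lists of miRNAs, the rule for named miRNAs and the alternatives were fixed. The lists comprise families and clusters that share a seed or a transcript (let-7 guide, let-7 passenger, miR-15/16, the miR-17 seed family of miR-17, miR-20, miR-93 and miR-106, miR-18/19/25/92, miR-23/24/27, miR-26, miR-29, miR-30, miR-99 with miR-100 and the miR-125 family and miR-351, miR-181, miR-221 with miR-222, mirtron and Dlk1-Dio3 cluster), markers of cell types (macrophage and myeloid, pluripotent stem cell, neuronal, muscle, liver, epithelial, mesenchymal, erythroid and lymphoid) and the miRNAs named by the study. Of their 161 members 117 were matched by exact name, 7 of the names through aliases set after the names in the tables were seen, and the other 44 were not analysed here. For a list with at least 3 members of finite ratio, the median log2 ratio was placed among 10000 random lists of mature miRNAs of the same size, drawn from the same deciles of mean level. Such a percentile moves slightly with the draw and is a description, not a test. The authors' p-values were also adjusted over each list alone by the Benjamini-Hochberg method.

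Named miRNAs were the 8 with the highest and the 8 with the lowest log2 ratio among those past the false discovery rate at a mean of RNA-IP and input of at least 20, the let-7 guide arms, the miRNAs named by the study, up to 4 members of each list by level, the 5 most extreme hairpins and direct ratios on each side, and the 5 miRNAs of highest level on the Ago2 list alone. Any other RNA named here was chosen after its values were seen. For hairpins with both arms measured, the arm with the higher input value was called the guide and the other the passenger. The relation between the ratios of the 2 RNA-IPs was set against 1000 simulated draws with no effect, in which both ratios share the error of the input, with an error per miRNA derived from the authors' p-values. Calls shared by both RNA-IPs were set against lists of the same sizes from such draws, and for the side of the calls also over all classes. That error is an approximation, and the input was given 50% or all of the smaller of the errors of the 2 ratios. The direct ratio of Sfpq to Ago2 RNA-IP was centred on its median over mature miRNAs. Coordinates in the RNA names count from 1, and 460 of 529 snoRNA names match a gene of GENCODE M21 (the annotation of the build mm10) exactly, as do 61 of 84 rRNA names, while the positions of tRNAs are those of their names, most of which the annotation does not hold. Hairpin positions of miRNAs were taken from this annotation for 67 of the 73 named.

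The calculations were tested on simulated tables. A simulated log2 ratio of 1 was recovered as a median of 0.999 over 31 miRNAs in the Ago2 design and 1.10 over 35 in the Sfpq design. Of 200 simulated lists without an effect, 5% and 2.5% fell past the percentiles 2.5 or 97.5. The alternatives were stricter and looser false discovery rates, minima of the mean level, a minimum log2 ratio of 1, pseudocounts of 1 and 10, centring on the median of all small RNAs, mature miRNAs alone, own 2-component mixture models, other limits for the lists, and the arm with the higher Ago2 RNA-IP value as guide. Centring matters for direction, since the median log2 ratio of all small RNAs was -0.87 in the Ago2 RNA-IP and -0.58 in the Sfpq RNA-IP, and centring raises every log2 ratio by that amount. A planned block on the replicate number and the leaving out of single libraries need values per library and were not run.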

Results

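The sequencing compared the small RNAs that came down with antibodies against Ago2 and against Sfpq with those of the input in 3 libraries per group. No RNA-IP with a control antibody or with beads alone is among the 9 libraries. RNAs that any pull-down would bring down thus cannot be told from those associated with Ago2 or Sfpq. The Ago2 table holds 1825 small RNAs, 548 of them mature miRNAs, and the Sfpq table holds 1939, with 549 mature miRNAs. The signals sum to 9809388 in the Ago2 RNA-IP and 7299085 in its input, and to 9957738 in the Sfpq RNA-IP and 6449023 in its input. The depth of single libraries is unknown, since every signal is the authors' mean over a group, and for the same reason no value carries an error between replicates. Mature miRNAs made up 84.6% of the input signal, 97.9% of the Ago2 RNA-IP signal and 96.5% of the Sfpq RNA-IP signal. The input was dominated by let-7c-5p with 16.9% of the miRNA signal, miR-92a-3p with 10.2%, let-7i-5p with 9.47%, miR-221-3p with 8.32% and let-7f-5p with 7.08%. The macrophage and myeloid list, led by miR-21a-5p, miR-146a-5p and miR-146b-5p, held 6.06% of the miRNA input. Of the pluripotent stem cell list, the miR-290 and miR-302 clusters of embryonic stem cells, every matched member was at 0 in the input, and the matched members summed to 0.931 in the Ago2 RNA-IP and 4.31 in the Sfpq RNA-IP.

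To see which small RNAs were above or below input with Ago2, its RNA-IP was compared with the input. Above input by the authors' deposited table were 17 mature miRNAs, 16 snoRNAs and 3 piRNAs, and below input were 175 tRNAs, 83 snoRNAs, 56 piRNAs, 44 rRNAs and 18 mature miRNAs. With the direction taken from the group values, no tRNA and no rRNA was above input, at an unadjusted p under 0.05 from omiRas either. With the sign of the infinite ratios as deposited, 93 small RNAs instead of 36 were above input, among them 26 tRNAs, 18 rRNAs and 18 mature miRNAs. The highest ratios among the called miRNAs at a mean of at least 20 were those of miR-338-3p (3.42 on the log2 scale), miR-5121 (3.25), miR-101c (2.79), miR-15a-3p (2.70), miR-181c-5p (2.56), miR-101a-3p (2.4997), miR-1843b-5p (2.28) and miR-5117-3p (2.13). The lowest were those of miR-6239 (-8.02), miR-2137 (-7.24), miR-5097 (-5.89), miR-5105 (-5.11), miR-3968 (-5.07), miR-326-5p (-5.03), miR-6238 (-4.93) and miR-27a-5p (-4.92).

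The value of miR-101a-3p, a miRNA processed from an exon of the lincRNA E130102H24Rik on chromosome 4 (101346945 to 101347027 in mm10), was 5969 in the Ago2 RNA-IP and 1055 in the input, with a false discovery rate of 0.00106 in the authors' deposited table. miR-338-3p, from an intron of Aatk on chromosome 11 (120014765 to 120014862), had 49.2 against 4.60, and its false discovery rate in the authors' deposited table was 0.0101. miR-181c-5p had 683 against 116, with a false discovery rate of 0.00103 in the authors' deposited table. On the other side, miR-5105 had 190 against 6554 and a false discovery rate of 4.21e-11 in the authors' deposited table. miR-27a-5p, the passenger arm of the hairpin on chromosome 8 (84208672 to 84208758), had 26.9 against 815, at a false discovery rate of 8.73e-08 in the authors' deposited table. The count above input rests on the threshold, since 6 mature miRNAs were above input at 0.01 and 28 were above at 0.1.

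The let-7 guide arms, which repress cell cycle and growth genes, made up 50.1% of the miRNA input and 47.5% of the miRNA signal in the Ago2 RNA-IP. Their log2 ratios ran from -0.11 (let-7g-5p) to 0.98 (miR-98-5p) with a median of 0.46 (percentile 9.29, or 3.50 at a mean of at least 20), and 0 of 9 were called in the authors' deposited table, adjusted over the list alone or at an unadjusted p under 0.05. The values of let-7a-5p were 512892 in the Ago2 RNA-IP and 372425 in the input. Among the miRNAs named by the study, the ratios were 0.46 for let-7a-5p, 0.49 for miR-21a-5p, 0.01 for miR-106b-5p, 0.70 for miR-23b-3p, 0.62 for miR-125b-5p and 0.21 for miR-24-3p, with a list median of 0.48 and 0 of 6 called, adjusted over the list alone or not. The study named let-7a, miR-21, miR-106b and miR-23b on these same RNA-IPs, so these are not independent evidence of a direction. miR-31-5p was not analysed here in the Ago2 RNA-IP.

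The miR-181 family, known from immune cell development, had the highest median of the lists in the Ago2 RNA-IP, 1.26, at percentile 97.8 of the random lists. Of its 4 members 1 was above input (miR-181c-5p), or 2 adjusted over the list alone, and the others were miR-181a-5p at 1.57, miR-181b-5p at 0.95 and miR-181d-5p at 0.79. The miR-15/16 list had a median of 1.14 (percentile 96.5) with 1 of 6 members called, miR-15b-5p at 1.68, or 0 adjusted over the list alone. In the miR-18/19/25/92 list 2 of 6 members were called, miR-25-3p at 1.65 and miR-92b-3p at 1.97, as also adjusted over the list alone, at a median of 0.89, with miR-92a-3p at 0.85. The macrophage and myeloid list had a median of 1.01 (percentile 96.0) with 0 of 9 called and 2 at an unadjusted p under 0.05. Its members miR-146b-5p, miR-146a-5p and miR-155-5p were at 1.36, 1.09 and -0.10. In contrast, the miR-17 seed family had a median of -0.28 (percentile 2.52), or -0.16 at a mean of at least 20, which becomes 0.59 when centred on the median of all small RNAs, with miR-17-5p at -0.33, miR-20a-5p at -0.37 and miR-93-5p at 0.44, and 0 of 6 called, also at an unadjusted p under 0.05 or adjusted over the list alone. The let-7 passenger arms had a median of -0.48, or 0.39 when centred, and 1 of 11 was below input (let-7c-1-3p at -2.26), or 0 adjusted over the list alone.

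In the Ago2 RNA-IP the medians of further families were 0.96 for miR-30, 0.90 for miR-29, 0.70 for miR-23/24/27 and 0.66 for miR-99 and miR-125, with 0 of their members called. At an unadjusted p under 0.05 there was 1 in miR-30 (miR-30a-5p at 1.41) and 1 in miR-29 (miR-29b-3p at 1.71), and the latter passed adjusted over the list alone. In the smaller families miR-26a-5p was at 0.92 and miR-26b-5p at 0.56, and miR-221-3p was at 0.59 and miR-222-3p at -0.07. The mesenchymal list had a median of 1.09, led by miR-10a-5p at 0.98, the mirtron list 1.07 (0.67 with a pseudocount of 10), the neuronal list 0.57 (0.23 at a mean of at least 20 and with a pseudocount of 10) and the epithelial list 0.52, again with 0 called, and 1 at an unadjusted p under 0.05 in the neuronal list (miR-9-5p at 1.21). The muscle and Dlk1-Dio3 cluster lists had input sums of 0.892 and 2.00 and RNA-IP sums of 2.73 and 2.31, miR-486-5p of the erythroid list was at 1.32, and the single members of the liver and lymphoid lists were not analysed here.

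To ask the same of Sfpq, its RNA-IP was compared with the input. Above input by the authors' deposited table were 50 mature miRNAs, 43 snoRNAs, 6 piRNAs and 5 tRNAs, and below input were 150 tRNAs, 60 snoRNAs, 42 rRNAs, 23 piRNAs and 18 mature miRNAs. The highest ratios among the called miRNAs at a mean of at least 20 were those of miR-5121 (3.20), miR-5117-3p (2.77), miR-181c-5p (2.68), miR-15a-3p (2.64), miR-3089-3p (2.49), miR-365-3p (2.48), miR-340-5p (2.40) and miR-101a-3p (2.38). The lowest were those of miR-2137 (-7.69), miR-3968 (-6.36), miR-5097 (-4.37), miR-6239 (-4.21), miR-326-5p (-4.03), miR-27a-5p (-3.91), miR-5105 (-3.69) and miR-92a-1-5p (-3.40). miR-340-5p, from an intron of Rnf130 on chromosome 11 (50069702 to 50069799), had a value of 11639 in the Sfpq RNA-IP and 2205 in the input, with a false discovery rate of 4.47e-06 in the authors' deposited table. miR-5121, which overlaps an exon of Rpl13a on chromosome 7 (45126918 to 45126991), had 310 against 33.8 at a false discovery rate of 3.36e-06 in the authors' deposited table. At a false discovery rate under 0.01, 32 mature miRNAs were above input and 9 below. These counts, and those of the lists, cannot be set against the Ago2 counts, since the errors differ. The median error of a log2 ratio implied by the authors' p-values was 0.59 with Ago2 and 0.42 with Sfpq in the highest of 4 level groups. In the lowest it was 1.46 and 1.55. Called or not, 107 mature miRNAs had a finite log2 ratio above 1 with Ago2 and 103 with Sfpq.

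All 9 let-7 guide arms had a ratio above 0 in the Sfpq RNA-IP, with a median of 0.43, low among miRNAs of their level (percentile 5.72, or 0.89 at a mean of at least 20). They held 47.2% of its miRNA signal against 50.1% of the miRNA input, so their share did not rise. Of them let-7i-5p (1.37) and miR-98-5p (1.32) were above input, at false discovery rates of 0.00774 and 0.0128 in the authors' deposited table, and the same 2 passed adjusted over the list alone. The value of let-7i-5p was 1334890 in the Sfpq RNA-IP and 518068 in the input. The ratios of the miRNAs named by the study were 0.43 for let-7a-5p, 0.59 for miR-21a-5p, 0.83 for miR-106b-5p, 0.24 for miR-23b-3p, 0.62 for miR-125b-5p and 0.47 for miR-24-3p, with a median of 0.53 and 0 of 7 called, adjusted over the list alone or not. miR-31-5p, though miR-31 is named by the study, had a value of 1.75 in the Sfpq RNA-IP, against a lowest value of 20.2 on the Sfpq list. In the input it was at 0.

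All 4 miR-181 members were above input in the Sfpq RNA-IP, and all 4 adjusted over the list alone, at a median of 1.75 (percentile 99.6). The highest by level were miR-181a-5p at 1.77 and miR-181b-5p at 1.74. In the miR-18/19/25/92 list 3 of 7 members were above input, or 5 adjusted over the list alone, at a median of 1.12, with miR-25-3p at 1.70, miR-19a-3p at 1.30 and miR-92a-3p at 1.16. The miR-15/16 list had a median of 1.12 with 1 of 6 above input, miR-15b-5p at 1.84, or 2 adjusted over the list alone. In the macrophage and myeloid list, at a median of 0.56, miR-142-3p (2.05) and miR-146b-5p (1.07) were above input, as also adjusted over the list alone, while miR-146a-5p was at -0.07. One member each was above input among miR-30 (miR-30a-5p at 1.58, 3 adjusted over the list alone), miR-29 (miR-29b-3p at 1.81, 1 adjusted over the list alone), miR-26 (miR-26b-5p at 1.17, 1 adjusted over the list alone) and the neuronal list (miR-9-5p at 1.93, 2 adjusted over the list alone), and their medians were 0.97 for miR-30, 0.78 for miR-29 and 1.22 for the neuronal list, or 0.58 with a pseudocount of 10.

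In the remaining lists of the Sfpq RNA-IP 0 members were called, adjusted over the list alone or not, and at an unadjusted p under 0.05 the let-7 passenger arms had 2 above and 1 below input and miR-23/24/27 had 1 above. The let-7 passenger arms had a median of 0.78 (percentile 98.0, or 93.6 at a mean of at least 20). The other medians were 0.56 for the miR-17 seed family, 0.45 for miR-23/24/27, 0.45 for the epithelial list, 0.43 for the mirtron list (0.20 with a pseudocount of 10) and 0.06 for miR-99 and miR-125. That of the mesenchymal list was -0.07, which becomes 0.51 when centred on the median of all small RNAs, -0.36 at a mean of at least 20 and 0.23 and 0.21 with pseudocounts of 1 and 10. miR-221-3p was at 0.65 and miR-222-3p at 0.58. miR-486-5p, the measured member of the erythroid list, was at 0.69, miR-1a-3p of the muscle list had a value of 0.767 against 0.751, and the Dlk1-Dio3 cluster summed to 5.80 against 1.70.

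**Figure D1:**
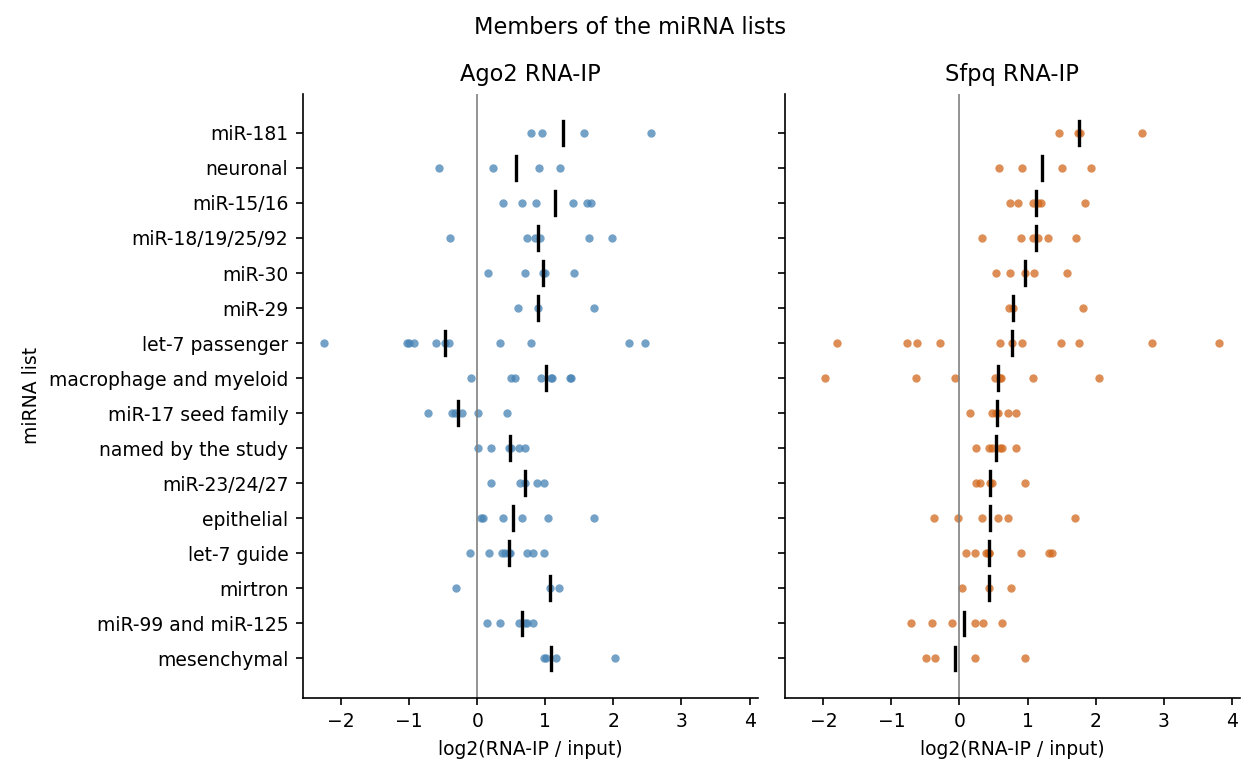
Each point is the log2 ratio of RNA-IP over input of 1 member of a miRNA list, in the Ago2 RNA-IP (left) and the Sfpq RNA-IP (right), and the bar is the list's median, drawn from the authors' mean per group. The miR-181 members lie above 0 on both sides, with medians of 1.26 and 1.75, and the median of the miR-17 seed family is -0.28 with Ago2 (0.59 when centred on the median of all small RNAs) and 0.56 with Sfpq.

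The classes of small RNA were compared to see how far each RNA-IP selects miRNAs. Of the 5 classes, mature miRNAs had a median ratio above 0, at 0.39 (95% interval 0.25 to 0.49) in the Ago2 RNA-IP and 0.36 (0.28 to 0.45) in the Sfpq RNA-IP, and at 0.13 and 0.16 with a pseudocount of 10. The 0 of these ratios is set by the authors' scaling. The RNA-IP sums exceed the input sums, with 9809388 against 7299085 for Ago2 and 9957738 against 6449023 for Sfpq. Both miRNA medians lie under the log2 ratio of these sums, so a ratio above 0 can go with a lower share of the signal. Summed over all miRNAs the share rose, from 84.6% of the input to 97.9% and 96.5%. In the Ago2 RNA-IP the medians were -1.04 for snoRNAs, -2.89 for piRNAs, -4.60 for tRNAs and -7.00 for rRNAs, and in the Sfpq RNA-IP they were -0.70, -1.33, -3.03 and -6.02 in the same order. This order is lost with a pseudocount, which brings in the RNAs at 0 in 1 group and draws the ratios of low values towards 0. The order with a pseudocount thus depends on the signal level as well as on depletion. With a pseudocount of 1 piRNAs lay above snoRNAs (-0.92 against -1.16 with Ago2, -0.32 against -0.80 with Sfpq), and rRNAs lay above tRNAs with Ago2 (-3.59 against -4.29) and, at a pseudocount of 10, with Sfpq (-1.24 against -1.97). No class median changed sign when centred on the median of all small RNAs, which raises every ratio. No alternative scaled the ratios to the total signal. As 520 RNAs of the Ago2 table and 466 of the Sfpq table were at 0 in the RNA-IP and have no finite ratio, the medians of depleted classes leave out their lowest members.

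Within the snoRNAs, the box C/D RNAs (SNORD), which guide methylation of rRNA, stood apart from the box H/ACA RNAs (SNORA), which guide pseudouridylation. At a mean of at least 20, the SNORD median was 0.50 (95% interval 0.10 to 0.98) with Ago2 and 0.65 (0.21 to 1.29) with Sfpq, and 14 and 34 of them were above input. SNORA RNAs had medians of -2.09 and -0.94, and scaRNAs, their relatives of the Cajal body, -2.61 and -1.83. Entries of this class with other names had medians of -3.21 and -2.09. This split by name was chosen after the values were seen. SNORD101, at chromosome 10 from 23786470 to 23786543 in the Rps12 gene, had 14466 in the Ago2 RNA-IP against 1563 (log2 ratio 3.21, false discovery rate of 3.95e-05 in the authors' deposited table), and 18923 in the Sfpq RNA-IP against 1346 (3.81, false discovery rate of 4.48e-12 in the authors' deposited table). SNORD74 in Gas5, at chromosome 1 from 161035394 to 161035473, had ratios of 2.95 and 3.66, and SNORD18 in an intron of Rpl4 had 2.72 and 3.04. SNORA29 in an intron of G3bp1 was the highest called snoRNA with Sfpq, at 3.99. The spliceosomal U1, U2 and U5 RNAs, which the tables list with the snoRNAs, were among the lowest with Ago2, with U1 of chromosome 2 (133008487 to 133008654) at -6.91 with Ago2 and -5.86 with Sfpq.

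Among the lowest finite ratios in both RNA-IPs were those of 5S rRNA copies. The copy on chromosome X from 18323444 to 18323562 had 0.737 in the Ago2 RNA-IP against 1367 in the input (-10.86), and 6.40 against 1208 with Sfpq (-7.56). Of the piRNA entries, mmu_piR_000691 alone had an input of 273238, and its ratios were -6.97 with Ago2 and -5.50 with Sfpq, while mmu_piR_022877 was above input in both, at 2.92 and 3.42. The 5 tRNAs above input with Sfpq lie on chromosome 9 from 64738046 to 64738117 (2.32), chromosome 3 from 96399059 to 96399130 (2.24), from 97681459 to 97681530 (1.995) and from 96424033 to 96424103 (1.04), and chromosome 1 from 171669439 to 171669511 (1.80).

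**Figure D2:**
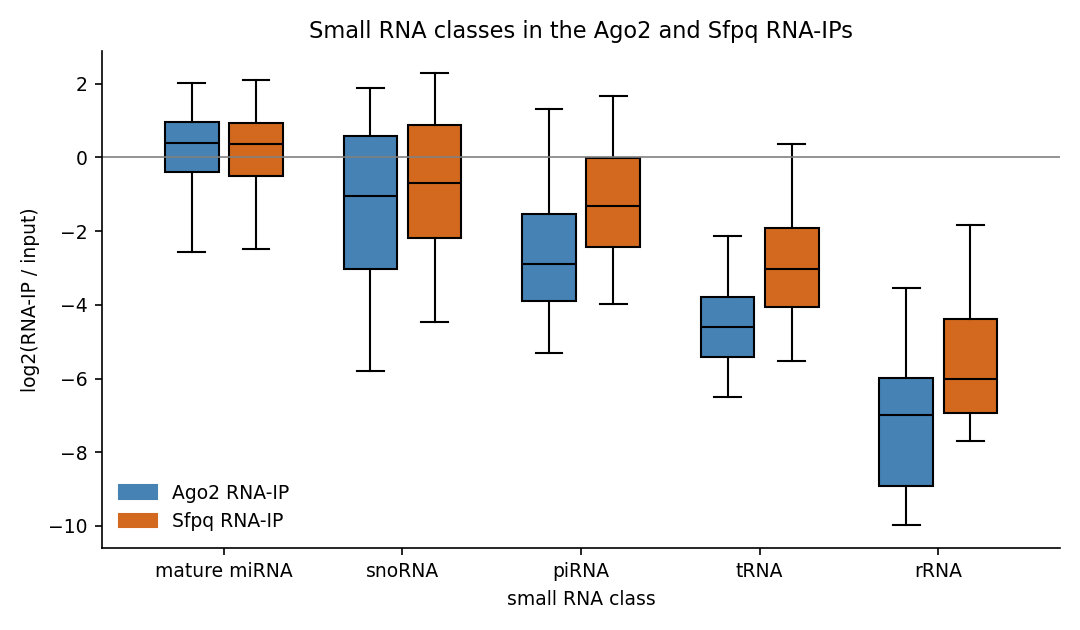
Boxes show the quartiles and median, and whiskers the 5th and 95th percentiles, of the log2 ratio of RNA-IP over input of the RNAs of each class with a finite ratio, for the Ago2 and the Sfpq RNA-IP. Mature miRNAs have medians of 0.39 and 0.36, and the tRNA medians are -4.60 with Ago2 and -3.03 with Sfpq.

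The deposited lists of miRNAs past the background limit were compared between Ago2 and Sfpq. The Ago2 list holds 259 mature miRNAs and the Sfpq list 224, and all 224 stand on the Ago2 list as well, which is 86.5% of it, so that 35 were on the Ago2 list alone and 0 on the Sfpq list alone. The shared miRNAs had median ratios of 0.68 with Ago2 and 0.66 with Sfpq. The 35 on the Ago2 list alone had medians of -0.25 with Ago2, which becomes 0.61 when centred on the median of all small RNAs, and -1.004 with Sfpq. Those of highest level were miR-99b-5p (0.14 with Ago2 and -0.71 with Sfpq), miR-142-5p (0.94 and -0.65), miR-130b-5p (-0.25 and -1.20), miR-664-5p (1.48 and -1.24) and miR-30b-3p (-1.28 and -1.35). Of those whose other arm was found by exact name, 17 of 27 were the arm with the lower input (63.0%, 95% interval 42.4% to 80.6%). Of the shared miRNAs it was 44 of 162 (27.2%, 20.5% to 34.7%). For 6 and 48 no other arm was found by name, for some because a copy number stands in the name of 1 arm. An example is miR-16-2-3p, with an input of 292 against 29187 for miR-16-5p, so both shares cover only part of the lists.

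The limits of the lists differ. The lowest log2 ratio on the Ago2 list was -1.28 and that on the Sfpq list -0.42, so that 53 listed miRNAs were below input in the Ago2 RNA-IP and 28 in the Sfpq RNA-IP. By the authors' deposited table, 15 of the 259 and 49 of the 224 were above input at a false discovery rate under 0.05. With 1 limit for both, an RNA-IP value of at least 20 and the lowest ratio of either list, 24 or 39 miRNAs were past it with Ago2 and not with Sfpq, and 15 or 24 with Sfpq and not with Ago2. At a value of at least 20 and the lowest ratio of the own list, 25 miRNAs with Ago2 and 19 with Sfpq were not listed. For example, let-7f-1-3p had 43.5 with Sfpq at a ratio of 1.49. Its Ago2 value of 9.31 lies under the lowest on the Ago2 list (20.4), and it is on neither list. The 0 on the Sfpq list alone thus does not follow from these 2 limits.

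**Figure D3:**
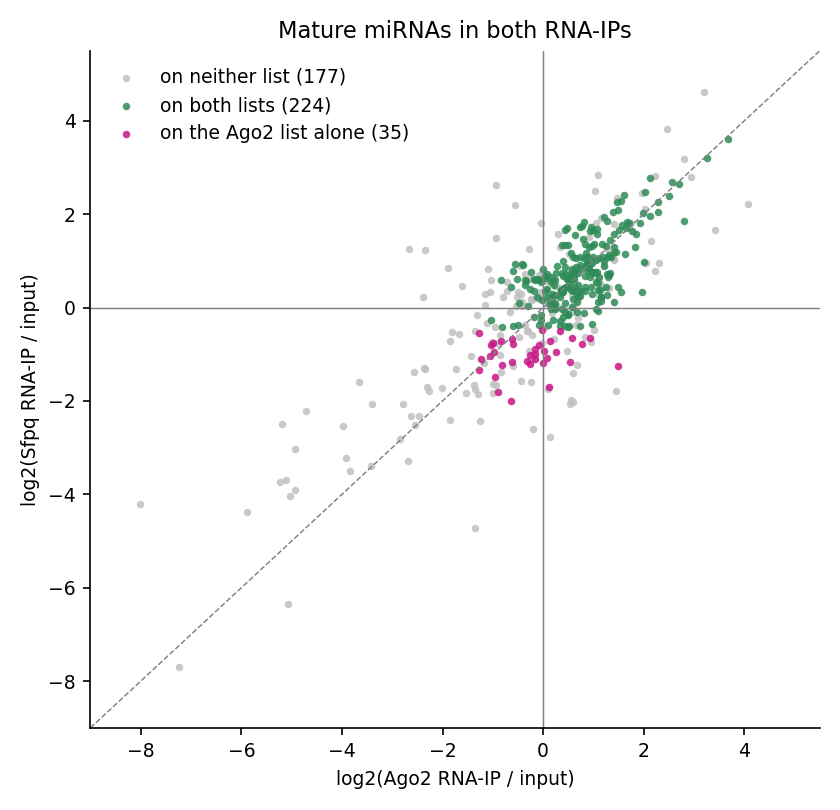
Each point is 1 of 436 mature miRNAs with a finite ratio in both RNA-IPs, with its log2 ratio of RNA-IP over input for Ago2 (horizontal) and Sfpq (vertical), coloured by the deposited list it is on. The 35 miRNAs on the Ago2 list alone all lie below 0 on the Sfpq axis, though 3 of them lie above it when centred on the median of all small RNAs.

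Each RNA-IP was also compared between the arms of the same hairpin, since 1 arm is usually kept in Argonaute and the other is discarded. Among the hairpins paired by name, the guide arm had the higher ratio in 91 of 135 with Ago2 (67.4%, 95% interval 59.1% to 74.7%). With Sfpq it did in 80 of 131 (61.1%, 52.5% to 69.0%). The median difference of guide minus passenger was 0.53 (0.19 to 0.89) with Ago2 and 0.38 (0.02 to 0.95) with Sfpq. With a mean of at least 20 in both arms it was 0.63 and 0.65, and the guide was higher in 53 of 73 and 47 of 69 hairpins. At a mean of at least 20 in both arms, the guide stood furthest above its passenger with Ago2 in miR-27a (0.87 against -4.92 with Ago2 and 0.96 against -3.91 with Sfpq), miR-326 (0.43 against -5.03 and 0.87 against -4.03) and miR-23a (0.63 against -3.93 and 0.45 against -3.23). Next at that level among the paired hairpins were miR-25 (1.65 against -2.31) and miR-1843b (2.28 against -0.61) with Ago2. With Sfpq they were miR-210 (1.71 against -1.999), just ahead of miR-23a, and miR-340 (2.40 against -1.07). The unpaired miR-92a would come ahead of these. Its arms miR-92a-3p and miR-92a-1-5p were at 0.85 and -3.43 with Ago2, and at 1.16 and -3.40 with Sfpq. Also unpaired was miR-29b-1, where miR-29b-1-5p had the higher input. With Ago2 it was at -1.85 and miR-29b-3p at 1.71. At the same level the passenger stood above in miR-30b, where miR-30b-5p was at 0.998 and miR-30b-3p at -1.28 with Ago2, and at 1.09 and -1.35 with Sfpq. It did so as well in miR-15a, where miR-15a-3p was at 2.70 and miR-15a-5p at 0.87 with Ago2, and in miR-142 with Sfpq, where miR-142-3p was at 2.05 and miR-142-5p at -0.65. Further such hairpins were miR-195a, miR-3096b and miR-5107 with Ago2, with differences of -1.31, -1.20 and -1.17, and miR-99b, miR-450b and miR-3096b with Sfpq, with -2.08, -2.01 and -1.78. Guide and passenger are named here by input alone. miR-30b-5p and miR-195a-5p, passengers by that rule, are the arms on the miR-30 and miR-15/16 lists. Such hairpins count against the guide in the shares above. Because the input value both names the guide and divides the ratio, an input error that raises an arm's input lowers its ratio.

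**Figure D4:**
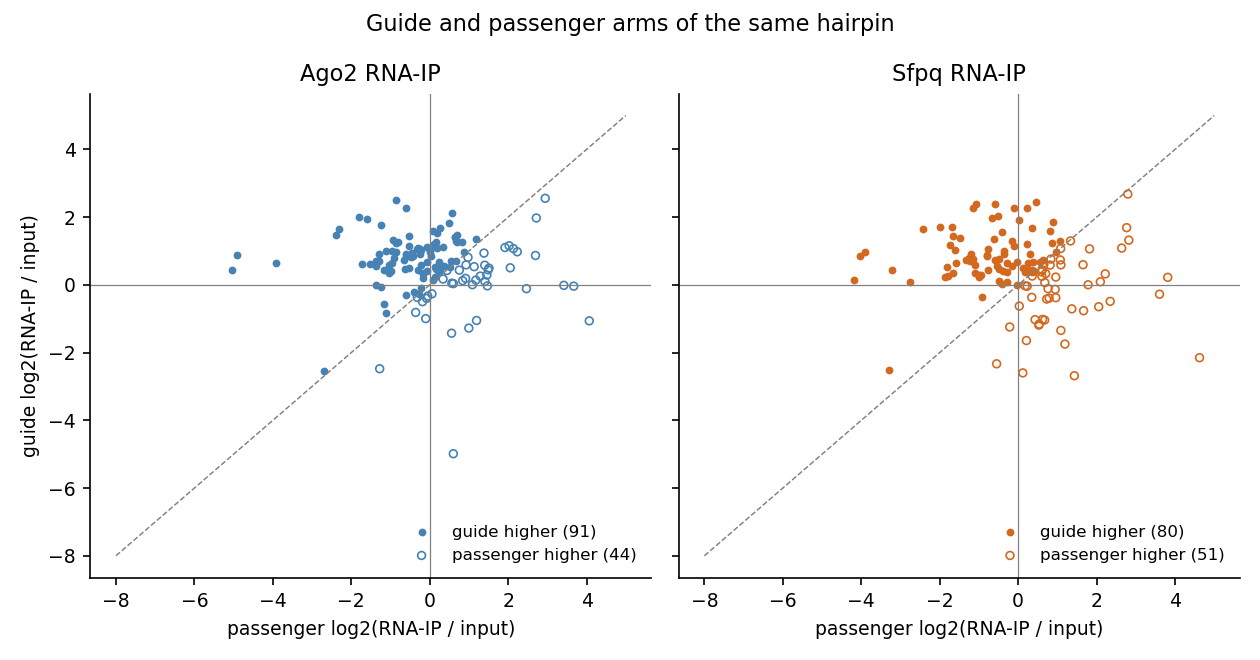
Each point is 1 hairpin with both arms measured and paired by name, filled where the guide is higher. The axes give the log2 ratio of RNA-IP over input of its passenger arm (horizontal) and guide arm (vertical). The Ago2 RNA-IP is on the left and the Sfpq RNA-IP on the right. The guide is higher in 91 of 135 hairpins with Ago2 and in 80 of 131 with Sfpq.

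The ratios of the 2 RNA-IPs went together across the 436 mature miRNAs with finite values in both, with a Spearman's rho of 0.69, a Pearson's r of 0.79 and a covariance of 1.69. miRNAs are not independent replicates, and both ratios share the input, which by itself gave a rho of 0.39 to 0.83 and a covariance of 0.40 to 0.80 in simulated draws without any effect. The covariance is thus above the simulated ones by 0.88 to 1.28, while rho lies within their range. Above input in both by the authors' deposited tables were 13 mature miRNAs, of 17 with Ago2 and 50 with Sfpq, where independent lists of those sizes would share 1.63. The 13 lie within what the shared input can give, since lists of the same sizes shared 6.19 to 13.8 on average in simulated draws without any effect. These were miR-193a-3p, miR-5121, miR-15a-3p, miR-181c-5p, miR-101a-3p, miR-1843b-5p, miR-5117-3p, miR-1843a-5p, miR-582-3p, miR-182-5p, miR-15b-5p, miR-25-3p and miR-744-5p. Below input in both were 14, of 18 and 18, against 0.621 from independent lists, and among the 436 with finite ratios they were 13, of 17 and 16, against 2.74 to 8.33 in the simulated draws. Part of either excess may come from the shared input. Over all classes, 321 RNAs were called in both and 320 lay on the same side. Among the 1063 RNAs of all classes with finite ratios it was 272 of 273 (99.6%), within the 91.6% to 99.7% that the shared input alone gave in simulated lists of the same sizes. The number called in both, 273, was above the 142 to 206 of those lists on average. The exception was mmu_piR_039114, with 60.0 against 690 with Ago2 (-3.52) and 2116 against 614 with Sfpq (1.78).

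The direct ratio of Sfpq to Ago2 RNA-IP, which leaves out the input, was centred on its median of -0.15 over 465 mature miRNAs, of which 58 were higher with Sfpq and 53 higher with Ago2 by 1 or more on the log2 scale, or 49 and 74 without centring. At a mean RNA-IP value of at least 20, 248 of 298 miRNAs (83.2%) differed by less than 1, 19 were higher with Sfpq and 31 higher with Ago2, and none of these differences was tested. The most extreme towards Sfpq were miR-5099 (7787 against 1549, centred log2 ratio 2.48), let-7f-1-3p (2.37), miR-6243 (2.01), miR-212-5p (1.92) and let-7b-3p (1.601). The most extreme towards Ago2 were miR-5107-5p (-3.27), miR-664-5p (258 against 1939, -2.76), miR-1943-5p (-2.64), miR-760-3p (-1.96) and miR-500-3p (-1.89). Among the lists, the median of the miR-17 seed family, 0.81, lay at percentile 99.6 and that of the let-7 passenger arms, 0.93, at 99.8, while those of the mesenchymal list, -1.12, and of miR-99 and miR-125, -0.63, lay at 0.44 and 1.96. The let-7 passenger arm of highest level, let-7d-3p, went the other way, with 1666 with Sfpq against 2919 with Ago2. The arms of that list summed to 2145 with Sfpq and 3168 with Ago2. The let-7 guide median was -0.01 and that of miR-181 0.40. The mesenchymal list included miR-10a-5p (24163 with Sfpq against 69729 with Ago2), miR-10b-5p (28.4 against 91.5), miR-199a-3p (794 against 1726) and miR-199a-5p (11.4 against 27.5).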

Values the study reported

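The study reported 224 mature miRNAs associated with Sfpq and 259 with Ago2. It stated that all 224 of the Sfpq RNA-IP were found with Ago2 too, and that 35 miRNAs were left with Ago2 alone, most of which it described as passenger strands.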

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

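Chosen only after the data were seen were the tests with the sign of the infinite ratios as deposited, with mixture models restricted to RNA-IP values of at least 20, with 1 common limit for both lists and with centred values for the members of the Ago2 list alone, while the rest were planned. Of 307 alternatives to 67 results, 219 stayed within the interval or the 1.5-fold range of their result, and 88 moved beyond it. The sign changed in 5 of the alternatives, all for list medians whose interval or range of members spans 0. No paired analysis was possible because each group has 1 pooled value, and for the same reason the replicate block and the leaving out of single libraries were not run. A value of 20 stands for about 49.3 to 75.7 reads, so ratios at lower values are the least certain. Where fewer RNAs, a stricter or looser threshold or an added constant makes the change, the construction gives it, and elsewhere the cause was not tested.

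With Ago2, the count above input was 16 at a false discovery rate under 0.01, 17 among mature miRNAs alone and 93 with the sign as deposited, and the count below was 214 at a mean of at least 100 and 18 among mature miRNAs alone. Mature miRNAs above were 6 at 0.01 and 28 at 0.1, and below 7 at a mean of at least 100. With Sfpq, 50 mature miRNAs alone were above and 18 below, and 172 RNAs were below at a mean of at least 100. Mature miRNAs above were 32 at 0.01, and below 9 at 0.01 and 8 at a mean of at least 100.

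For the lists under mixture models and common limits the cause was not tested. Own mixture models put 406 (fitted on mature miRNAs) or 409 (on all small RNAs) on the Ago2 list, 373 or 393 on the Sfpq list, 358 or 375 on both and 15 or 18 on the Sfpq list alone. The Ago2 list alone then held 48 or 34. The false discovery rate gave 17, 50, 13 on both, 4 with Ago2 alone and 37 with Sfpq alone. A log2 ratio above 1 gave 107, 103, 67 on both, 40 with Ago2 alone and 36 with Sfpq alone. With an RNA-IP value of at least 20, the Ago2 list alone held 34 and 24 and the Sfpq list alone 22 and 14 under the mixture models, and they held 24 and 39 and 15 and 24 under the lowest ratio of the Ago2 and of the Sfpq list for both. Fits on mature miRNAs had a wide lower component that can also take the highest ratios. The highest ratio past them was 2.94 with Ago2 and 2.83 with Sfpq, and 2.30 and 3.61 at an RNA-IP value of at least 20. In the latter fit miR-5121 (3.25 with Ago2 and 3.20 with Sfpq) thus counts with Sfpq alone, so its counts do not follow enrichment alone. Of the 35 on the Ago2 list alone, 23 were below input with Ago2, and 9 when centred.

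Class medians kept their sign under each alternative run, none of which scaled to the total signal. They did not keep their order, as the pseudocounts put piRNAs above snoRNAs and rRNAs above tRNAs, with Sfpq the latter at 10 alone. With Ago2 and a pseudocount of 10 they were 0.13 for miRNAs, -0.25 for snoRNAs, -0.12 for piRNAs, -3.42 for tRNAs and -1.35 for rRNAs, and with a pseudocount of 1 they were -0.92 for piRNAs, -4.29 for tRNAs and -3.59 for rRNAs. Centred, they were 1.25 for miRNAs, -0.17 for snoRNAs, -2.02 for piRNAs and -3.74 for tRNAs, and at a mean of at least 20 that of piRNAs was -3.51. With Sfpq and a pseudocount of 10 they were 0.16, -0.19, -0.0526, -1.97 and -1.24, and with a pseudocount of 1 they were -0.32 for piRNAs and -3.42 for rRNAs. Centred, they were 0.94, -0.12, -0.75 and -2.45 for miRNAs, snoRNAs, piRNAs and tRNAs, and at a mean of at least 20 they were -0.48 for snoRNAs and -1.79 for piRNAs.

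Spearman's rho was 0.87 over all small RNAs, and Pearson's r was 0.86 at a mean of at least 20, 0.83 with a pseudocount of 10 and 0.88 over all small RNAs, and the cause was not tested. Direct ratios put 16 (pseudocount of 10), 19 (mean of at least 20) or 49 (no centring) miRNAs higher with Sfpq and 36, 31 or 74 higher with Ago2. Of the 126 alternatives to list medians, 107 stayed within the interval, for most lists the full range of the members, and 19 moved, 16 of them by centring. The other 3 had a pseudocount of 10, the mesenchymal list with Ago2 (1.09 to 0.98) and miR-29 (0.78 to 0.73) and the neuronal list (1.22 to 0.58) with Sfpq. Of 3 list medians the sign changed. Centring took the miR-17 seed family with Ago2 from -0.28 to 0.59, the let-7 passenger arms with Ago2 from -0.48 to 0.39 and the mesenchymal list with Sfpq from -0.07 to 0.51, and the last was also above 0 with pseudocounts of 1 (0.23) and 10 (0.21).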

Other observations

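The tests of the Ago2 list alone and of the depletion of other small RNAs were chosen only after the result was seen, and the search of hairpins for other structured RNAs was fixed before its result was seen.

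Mature miRNAs with a ratio below 0 in both RNA-IPs and called below input in at least 1 of them fall into 2 kinds of name. For 9 of the 10 that carry an arm in their name the other arm of the hairpin was measured, and all 9 of those other arms had a ratio above 0 with Ago2, also when centred, while with Sfpq miR-5627-3p was at -2.03. Examples are miR-92a-1-5p at -3.43 with miR-92a-3p at 0.85, let-7c-1-3p at -2.26 with let-7c-5p at 0.48, miR-26a-2-3p at -3.84 with miR-26a-5p at 0.92 and miR-29b-1-5p at -1.85 with miR-29b-3p at 1.71. The other 10 carry no arm and were called below input in both, among them miR-5099 with 40757 in the input and -4.72 with Ago2, miR-5105, miR-5109 (-2.64) and miR-6240 (-3.98).

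The 10 entries without an arm may be fragments of other structured RNAs that were counted as miRNAs. Of their hairpins 7 had a sequence to search, and 0 of 7 shared 20 bases in a row with an annotated structured RNA or lay on one, which allows a share of up to 41.0% (exact 95% bound), against 3.23% among 341 other hairpins. The search held no nuclear tRNA and no precursor of the 45S rRNA and covered 70% of the entries, so this explanation cannot be told apart from real depletion of these miRNAs. No biological explanation was tested.

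The miRNAs on the Ago2 list alone might reflect unequal limits of the lists. With Sfpq, 20 of the 35 (57.1%, 95% interval 39.4% to 73.7%) had a value of at least 20 and a ratio at or above the lowest Ago2 ratio of a miRNA on both lists (-1.04), and 30 at or above that of the Ago2 list (-1.28), which 1 of the 35 sets. Passing these 2 limits does not ensure listing, since 25 miRNAs past them with Ago2 are not on its list. Weaker association with Sfpq than with Ago2 is the other candidate explanation. Their median difference of Sfpq minus Ago2 ratio was -0.84 against 0.02 for the shared miRNAs, but the lists were selected on these same ratios, so the 2 explanations cannot be told apart for the 35 miRNAs.

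Depletion of other small RNAs was smaller with Sfpq than with Ago2, with median differences of the log2 ratio of 0.48 for snoRNAs, 1.56 for piRNAs, 1.62 for tRNAs and 1.20 for rRNAs. Another scaling of the 2 tables could move every class alike, but the difference was 1.62 (95% interval 1.24 to 1.91) for tRNAs and 0.02 (-0.03 to 0.10) for miRNAs, which argues against it as the whole cause. An equal share of input RNA carried over into every class would give tRNAs and rRNAs the same difference of the plain ratio, yet it was 0.0629 (0.0489 to 0.0896) for tRNAs and 0.00568 (0.00236 to 0.0116) for rRNAs, which argues against that too. Binding of some tRNAs and snoRNAs by Sfpq, a nuclear protein, and carry-over that differs between classes both stay open and were not tested.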
